# The Enhancer Landscape during Early Neocortical Development Reveals Patterns of Dense Regulation and Co-option

**DOI:** 10.1371/journal.pgen.1003728

**Published:** 2013-08-29

**Authors:** Aaron M. Wenger, Shoa L. Clarke, James H. Notwell, Tisha Chung, Geetu Tuteja, Harendra Guturu, Bruce T. Schaar, Gill Bejerano

## Abstract

Genetic studies have identified a core set of transcription factors and target genes that control the development of the neocortex, the region of the human brain responsible for higher cognition. The specific regulatory interactions between these factors, many key upstream and downstream genes, and the enhancers that mediate all these interactions remain mostly uncharacterized. We perform p300 ChIP-seq to identify over 6,600 candidate enhancers active in the dorsal cerebral wall of embryonic day 14.5 (E14.5) mice. Over 95% of the peaks we measure are conserved to human. Eight of ten (80%) candidates tested using mouse transgenesis drive activity in restricted laminar patterns within the neocortex. GREAT based computational analysis reveals highly significant correlation with genes expressed at E14.5 in key areas for neocortex development, and allows the grouping of enhancers by known biological functions and pathways for further studies. We find that multiple genes are flanked by dozens of candidate enhancers each, including well-known key neocortical genes as well as suspected and novel genes. Nearly a quarter of our candidate enhancers are conserved well beyond mammals. Human and zebrafish regions orthologous to our candidate enhancers are shown to most often function in other aspects of central nervous system development. Finally, we find strong evidence that specific interspersed repeat families have contributed potentially key developmental enhancers via co-option. Our analysis expands the methodologies available for extracting the richness of information found in genome-wide functional maps.

## Author Summary

Sequencing based technologies provide global snapshots of transcriptional regulation. These data promise insights into gene regulation, disease susceptibility and organismal evolution. They also provide a methodological challenge in distilling specific hypotheses from large masses of data. Most work to date has focused on deriving broad biochemical insights. Here we obtain the active enhancer landscape of the dorsal cerebral wall during early neocortical development. We show that our set likely contains enhancers from both the developing neocortex, the ventricular, subventricular and intermediate zones, and develop methods to separate this mass into subsets of interest in particular contexts. We discover novel enhancers next to key neocortex development genes. We show that some known key and novel genes are regulated by dozens of enhancers each, and find known and novel enriched binding sites for key transcription factors in our set. Nearly all newly discovered enhancers are conserved in human. A quarter of loci are shared with non-mammalian vertebrates. We show that the human and zebrafish orthologs of our enhancers mostly drive expression in related nervous system contexts. We also show that particular interspersed repeats were preferentially co-opted into potentially key neocortex development enhancers.

## Introduction

Among all vertebrates, the developing central nervous system segments into a forebrain, midbrain, hindbrain, and spinal cord [1]. The forebrain is further segmented into the telencephalon and diencephalon. In mammals, the dorsal portion of the telencephalon gives rise to the neocortex (isocortex). The mature neocortex is a complex six-layered structure unique to mammals [2], [3]. It has been associated with higher cognitive functions [4], and defects in this structure are the likely source for many neurologic and psychiatric diseases [5]. Early in development, this region consists of a layer of progenitor cells lining the ventricles called the ventricular zone (VZ). Progenitor cells of the VZ produce intermediate progenitor cells that migrate out of the VZ to form the subventricular and intermediate zones (SVZ-IZ); daughter cells from both areas migrate past the SVZ-IZ to form the laminar structure of the cortical plate (CP), in an inside out fashion [6], [7] (Figure 1A).

**Figure 1:**
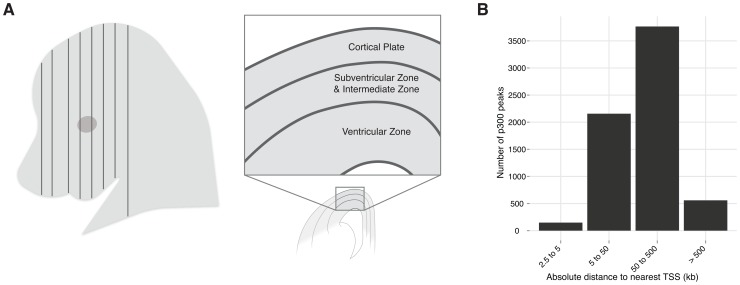
Neocortex development and evolution. A) A coronal plane of section through an embryo. One hemisphere is shown diagrammatically. The neocortex develops from the dorsal telencephalon. At E14.5 progenitor cells from the ventricular zone (VZ) are producing intermediate progenitor cells that migrate to form the subventricular and intermediate zones (SVZ-IZ); daughter cells from both areas migrate past the SVZ-IZ to form the cortical plate (CP), from which the neocortex develops (adapted from [7]). B) Absolute distance of the 6,629 p300 peaks (midpoint) to the canonical transcription start site of the nearest gene.

While the anatomy, histology, and gene expression patterns of the developing neocortex and its progenitor populations have all been well studied, attention is only starting to focus on gene regulation during neocortex development [8]. The advent of chromatin immunoprecipitation and related capture technologies, coupled with deep sequencing (ChIP-seq) allows us to obtain whole genome maps of active enhancers through development, and beyond. The study of enhancers provides several advantages: First, it reveals a sizable layer of genomic susceptibility to disease that extends beyond protein coding sequence, and has remained almost invisible hitherto. Second, because enhancers integrate signals from upstream transcription factors and signaling pathways, enhancer maps can unravel the causality of gene expression and developmental processes. Finally, observing enhancer sequence and function change between humans and related species promises to provide additional insights into the evolution of our brain.

Here, we produce an active enhancer map in the dorsal cerebral wall at E14.5 using ChIP-seq to assay for the enhancer-associated co-activator protein p300. We proceed to validate multiple enhancers next to genes of particular interest to neocortical development. We also develop a series of computational analyses that demonstrate the riches of information exposed by this type of assay for studies of neocortex development and evolution. Our methodology can be combined with current research in other tissues to advance our understanding of the complex regulatory networks that underlie organ development.

## Results

### E14.5 dorsal cerebral wall p300 ChIP-seq

To identify enhancers that function during neocortex development, we dissected the dorsal cerebral wall, which includes the developing neocortex and its progenitor populations, from E14.5 mouse embryos (Figure 1A) and performed chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) with an antibody against the enhancer-associated p300 co-activator complex (see Methods). This approach has successfully identified tissue specific developmental enhancers in several other contexts [9], [10]. 

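Chromatin from 1 sample of dissected tissue gave both the p300 immunoprecipitate and the input control, so there was 1 library of each and no replicate. The p300 library held 17460074 uniquely mapped reads of 36 bp and the input library 15669334. The authors aligned the reads to the mm9 assembly with ELAND, kept reads mapping to a single place with at most 2 mismatches, and called peaks with MACS 1.4 against the input, shifting reads by 100 bp without a fitted model. They then removed peaks overlapped by an exon, peaks within 2.5 kb of a transcription start site and peaks suspected of non-unique mapping. The deposited list used here gives the chromosome, start, end and number of each remaining peak on mm9. It has no score, read count or fold enrichment, so the number of reads behind any single peak is not known from it. Peaks were compared with the NCBIM37 sequence, which is the mm9 assembly, and with the 37273 genes of GENCODE release vM1, taking for each gene the start of the transcript with the longest coding sequence. To test for clustering, the same number of midpoints was placed 1000 times at random over the assembled bases, and the one-sided permutation p is the share of placements with a value at least as high, the observed set included, so that no p can be lower than 0.001. Each gene was given a regulatory domain by the default rule the paper names, from 5 kb upstream to 1 kb downstream of its transcription start site and extended by up to 1 Mb to the nearest such basal domain. The curated domains of GREAT were not used here. Control regions for motifs were drawn in 5 sets, each matching every peak in length and in GC content to within 1 percentage point.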

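The median p300 peak was 1017 bp wide, with a 95% confidence interval from order statistics of 1010 to 1025 bp, and the quartiles of the widths were 860 and 1260 bp. The narrowest peak, number 3572, covered 367 bp of chromosome 2 from 135329094 to 135329460. The widest, number 1267, covered 5243 bp of chromosome 12 from 51292893 to 51298135. All 6629 peaks together covered 7.43 Mb, or 0.290% of the 2.56 Gb of assembled sequence on the chromosomes. Of the peaks, 5 included unassembled bases, 410 bases in all. Joining peaks less than 5 kb apart left 6109 peaks with a median width of 1032 bp. The first 1999 of the 6629 rows of Table S1 were compared with the deposited list, and all 1999 were identical to it.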

We identified 6,629 p300 bound sites (>2.5 kb from the nearest transcription start site), which are candidate developmental enhancers (Table S1). 

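Measured from its midpoint, a p300 peak lay a median of 43.3 kb from the nearest transcription start site of any annotated gene. The distance was over 50 kb for 3035 peaks, or 45.8% (exact Clopper-Pearson 95% interval 44.6 to 47.0%). In the random placements the share over 50 kb averaged 41.6% and ran from 39.8 to 43.4%. Among the 6464 peaks more than 2.5 kb from a start site, the share was 47.0%, against a mean of 44.4% and a highest value of 46.6% for placements under the same limit of distance (one-sided permutation p = 0.001, the smallest value 1000 placements can give). The authors also removed peaks overlapped by an exon, and the placements were not filtered in that way. The excess over the placements could therefore come in part from that filter. By distance, 286 peaks lay 2.5 to 5 kb away, 3143 lay 5 to 50 kb away, 2953 lay 50 to 500 kb away and 82 lay farther still. The share depended on which start sites were counted. With the start of every annotated transcript it was 39.0%. With protein-coding genes alone, a choice made after the data were seen, it was 63.7%, and the placements then averaged 56.6% with a highest value of 58.9%. Those placements had no limit of distance from a start site, so the authors' filter could add to this difference as well.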

As seen with other sets of enhancers [11], the majority of these elements are distal, with 65% being more than 50 kilobases from the nearest transcription start site (Figure 1B).

### Putative enhancer coherency with matched target genes expression

To globally assess the quality of our peak set, we first correlated the set with the pre-existing body of knowledge of neocortex development. Because p300 is an active enhancer mark, we asked whether our set of E14.5 p300 elements is correlated with gene expression patterns in the assayed tissue at the assayed time point.

GREAT (for Genomic Regions Enrichment of Annotations Tool) is an approach and web tool (at http://GREAT.stanford.edu/) devised specifically to assess enriched functions within a set of genomic regions thought to regulate the adjacent genes [11]. GREAT associates each gene in the genome with a variable length regulatory domain, bracketed by its two neighboring genes. GREAT holds a large body of knowledge about gene functions and phenotypes, curated from multiple different sources. Each term in GREAT is a list of genes that have functional commonalities (e.g. “involved in axon guidance”). Terms for a similar perspective of biology (e.g., molecular function) are collected into a GREAT ontology.

To quantify gene expression coherence we examined our set of p300 elements against the GREAT “MGI expression” ontology. This ontology is built from the MGI Gene Expression Database [12], and lists endogenous genes expressed in specific anatomical structures at specific developmental stages during mouse development, curated from the literature.

To test our p300 set of elements against the GREAT “MGI expression” ontology, GREAT iterates over 8,374 different tissue-timepoint combinations (terms) found in the MGI expression ontology, asking whether p300 elements are particularly enriched in the regulatory domains of genes of any particular term. For example, 1,226 genes in the human genome are annotated for “Theiler stage (TS) 22 cerebral cortex”, which corresponds to our tissue and timepoint of interest [13]. Their GREAT assigned regulatory domains cover 15.86% of the genome. Of the 6,629 p300 elements, 1,051 (15.86%) are expected in the regulatory domains of these 1,226 genes by chance, whereas 1,811 p300 elements, 1.72 times as many, are in fact observed (p-value: 9.5×10^−124^). GREAT shows similar strong enrichments for TS22 telencephalon and forebrain expressed genes (Table 1).

**Table 1:** Top GREAT enrichments for the E14.5 dorsal cerebral wall p300 ChIP-seq set.

Ontology	Term	P-value	Fold	p300 Peaks
MGI Expression	Theiler stage 22 telencephalon	6.33E-128	1.68	1,980
	Theiler stage 22 cerebral cortex	9.46E-124	1.72	1,811
	Theiler stage 24 nervous system	1.16E-122	1.73	1,756
	Theiler stage 19 forebrain	9.07E-121	1.61	2,131
	Theiler stage 22 forebrain	3.22E-119	1.61	2,096
Layer specificity (see Methods)	Specific to E14.5 ventricular zone	1.05E-25	2.99	126
	Specific to E14.5 subventricular zone	8.77E-25	3.39	101
	Specific to E14.5 cortical plate	1.79E-18	1.82	251
GO Molecular Function	Sequence-specific DNA binding RNA polymerase II transcription factor activity	7.57E-37	2.24	307
GO Biological Process	CNS neuron differentiation	1.49E-56	2.47	389
	Glial cell differentiation	3.34E-50	2.74	288
	Gliogenesis	1.82E-45	2.53	300
	Axon guidance	2.70E-43	2.10	418
	Telencephalon development	1.00E-42	2.13	397
Pathway Commons	Notch	8.14E-13	2.38	87
	Reelin signaling pathway	2.16E-09	2.25	68
	Netrin-mediated signaling events	4.11E-09	2.28	64
Mouse Phenotype	Abnormal neuron differentiation	5.61E-66	2.06	659
	Complete perinatal lethality	1.02E-64	2.14	590
	Abnormal nervous system tract	3.17E-58	2.32	453
	Abnormal brain commissure morphology	1.74E-57	2.48	396
	Abnormal forebrain development	1.90E-56	2.38	419

P-value and fold are for the binomial test. Theiler state 22 corresponds to E13.5–E15 [13].

At E14.5, the transient embryonic ventricular (VZ) and subventricular (SVZ) zones generate neurons that migrate across the intermediate zone (IZ) to the overlying cortical plate (CP), where they differentiate to form the neocortex. Because the tissue we measured contained all these areas, we wanted to know whether the different areas are well represented in our p300 set. To do so we utilized data from a recent study that used RNA-seq to measure expression levels in the VZ, SVZ-IZ, and CP at E14.5, obtained via laser capture microdissection (LCM) [14] (Figure 1A). First we note that p300 itself is expressed very similarly in all three regions: 10.83 RPKM (mean Reads Per exonic Kilobase per Million mapped reads) in the VZ, 11.05 in the SVZ-IZ and 9.11 in the CP; in the 23rd–24th percentile of all measured genes in all three regions. By comparing expression of all genes across the three regions we constructed three smaller lists of genes exclusively expressed in only one of these regions (see Methods). We then used GREAT to assess our p300 set enrichment next to these region-specific genes. The set is enriched against all three (p-value between 1.1×10^−25^ and 1.8×10^−18^), suggesting that the p300 set sampled the major regions of the E14.5 developing neocortex (Table 1).

### Comparison to related enhancer ChIP-seq datasets

A very recent publication reports 4,425 peaks from assaying p300 in E11.5 mouse forebrain, and 1,132 peaks from assaying a p300/CBP antibody in P0 mouse cortex [15]. CBP is a close paralog of p300 which plays a similar role in mediating active enhancer interactions. Of our 6,629 E14.5 peaks, 1,340 (20.21%) overlap the E11.5 set, and 235 (3.55%) peaks overlap the smaller P0 set of peaks. Both enrichments are highly significant, attesting to the quality of our set (uniform shuffling of our E14.5 peaks, fold 53.68 for E11.5 forebrain and fold 28.53 for P0 cortex), yet 5,153 (77.73%) of our E14.5 peaks are novel, overlapped by neither set.

Another publication assays CBP in E16.5 cortical neurons cultured for 7 days, before and after membrane depolarization [16]. They obtain fewer than 1,000 peaks before and approximately 28,000 peaks after stimulation, the latter mostly subsuming the peaks pre-stimulation. Of our 6,629 E14.5 peaks, 2,187 (32.99%) are overlapped by the larger set. This overlap is also highly significant (uniform shuffling of our E14.5 peaks, fold 15.09), while 4,442 (67.01%) of our peaks are unique.

### Characterization of novel E14.5 neocortical enhancers

Previous studies of p300 ChIP-seq sets report up to 80% success in validating enhancer candidates using a transient transgenesis approach [9], [10], [17]. 

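The primers of Table S2 place each of the 10 tested elements on a single p300 peak. On mm9, elt1 spans chromosome 9 from 118236652 to 118237937, overlaps peak 6525 and lies 150.2 kb from the transcription start site of Eomes. On chromosome 11, elt3 runs from 98144420 to 98146142, 45.7 kb from Neurod2, and holds part of peak 995. Next to Tbr1, elt4 covers 61588485 to 61590122 on chromosome 2, at a distance of 53.2 kb, and overlaps both peak 3375 and an annotated exon of Psmd14. Both elt5 (chromosome 5, 132277409 to 132278909, peak 5058) and elt8 (132504759 to 132506267, peak 5064) sit in an intron of Auts2, 739.5 and 512.2 kb from its start. The peak under elt6 is number 1608, and the element, at 47508498 to 47509923 on chromosome 13, is 847.6 kb from Id4. For elt7, at 18643263 to 18644821 on chromosome 3 and on peak 3789, the distance to Bhlhb5, annotated as Bhlhe22, is 689.7 kb. The remaining pair, elt9 (chromosome 6, 143387464 to 143388506, peak 5482) and elt10 (chromosome 12, 108454012 to 108454764, peak 1437), lie 272.2 and 272.5 kb from the nearest start site of a protein-coding gene. The start site of another protein-coding gene was nearer than that of the paper's gene for elt4 (Psmd14, 39.6 kb), elt5 (Wbscr17, 494.4 kb), elt6 (Rnf144b, 291.1 kb) and elt7 (Armc1, 419.0 kb). Of the elements described, all but elt4, elt5 and elt8 were intergenic.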

We chose ten enhancer candidates from our E14.5 p300 set, which lie next to genes known or suspected to play a role during embryonic neocortical development. None of these enhancer candidates overlapped a p300 peak from previous E11.5 forebrain (including both dorsal and ventral telencephalon) or P0 data [9], [15], and none have been reportedly previously tested in the VISTA browser [18]. Eight (80%) of these ten E14.5 p300 peaks drive reproducible expression in the developing neocortex in at least 3, and always a majority of positive embryos (Figure 2A–H; Figures S1, S2, S3, S4, S5, S6, S7, S8). Coronal sections reveal that the assayed enhancers drive dorsal-specific expression, exclusive of the ganglionic eminences of the ventral telencephalon (Figure 2I–P). Sections also reveal laminar restriction of enhancer activity (Figure 2Q–X, see Discussion).

**Figure 2:**
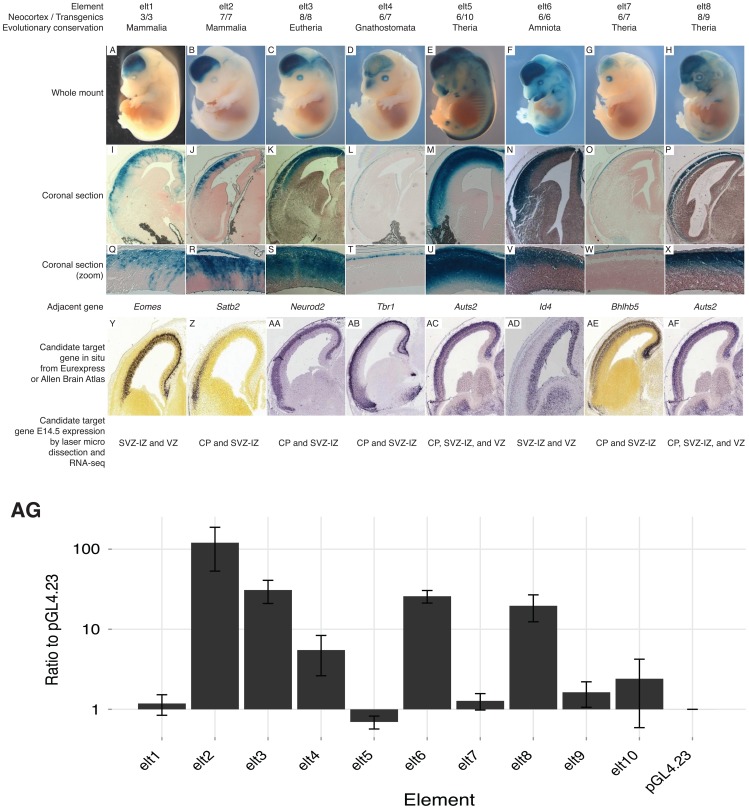
Candidate enhancers drive laminar expression in the developing mouse neocortex. Of the 10 assayed candidates, 8 (80%) drive reproducible expression in the developing neocortex. A–H) Whole mounts show expression in the cerebral cortex. I–P) Coronal sections reveal dorsal-specific expression exclusive of the ganglionic eminences. Q–X) Zooms of coronal sections reveal distinct laminar patterns. Y–AF) *In situs* of key neocortical genes found next to tested elements at E14.5 (coronal: Y–Z, sagittal: AA–AF). Y,Z,AE from Allen Brain Atlas; AA–AD,AF from Eurexpress. Below each gene *in situ* is the gene expression pattern from [14]. AG) Transfection results of our 10 elements in a higher throughput dissociated neuron transfection system. Five (63%) of eight transient transgenic positive enhancers drive high expression levels compared to the empty vector, and two transgenic negatives.

Transient transgenesis experiments are low throughput and costly. To provide a higher-throughput cost-effective assay we also tested our ten candidates in a transient transfection system, where the dorsal cerebral wall is dissected and dissociated from the brains of E14.5 mice and then left to incubate for two additional days along with the transfected reporter constructs (see Methods). Five (63%) of the eight positive transgenics scored significantly higher than our empty vector and two negative transgenics in our transfection system (Figure 2AG). This suggests that our transient transfection system can provide a reliable, if imperfect, rapid system for preliminary screening of candidate developmental enhancers.

### The different functions regulated by the p300 enhancers

Our set of over 6,000 candidate enhancers likely regulates multiple different developmental processes that are taking place in the dorsal cerebral wall at E14.5. We use additional GREAT ontologies to parse out multiple different functions (Table 1): Using the Gene Ontology (GO) Molecular Functions ontology we see that our highest enrichment is for regulation of genes that themselves are involved in gene regulation (307 enhancers, p-value: 7.5×10^−37^), such as *Fox*, *Sox* and *Pax* transcription factors. 

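GREAT and its ontologies were not used here, and the 3 named families were counted directly in the regulatory domains, a test chosen after the data were seen. With domains drawn between all annotated genes, the domains of 70 Fox, Sox and Pax genes covered 0.443% of the assembled genome and held 71 peaks, where 29.3 would be expected from their length (fold 2.42, one-sided exact binomial test, p = 1.29e-10 after Benjamini-Hochberg adjustment over the 8 comparisons made). Drawn between protein-coding genes alone, they held 178 peaks against 72.7 expected (fold 2.45, adjusted p = 5.34e-25 by the exact test), and no more than 103 in any random placement. The 18 Sox genes made the largest part of this, with 100 peaks and a fold of 3.48. The 43 Fox genes had 58 peaks (fold 1.67) and the 9 Pax genes 20 (fold 1.82, adjusted p = 0.0103 by the exact test). With domains between all genes the Pax genes had 5 peaks, which did not pass (fold 1.27, adjusted p = 0.361 by the exact test). Without Sox4 and Sox11, 134 peaks remained in the domains of the 3 families, with a fold of 2.06. Both the exact test and the placements treat each peak as an independent draw, although the peaks cluster. The p values are therefore too small to the extent that neighbouring peaks belong together.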

The GO Biological Processes ontology highlights candidate enhancer groups that regulate processes well known to take place during neocortex development, including gliogenesis, axon guidance, and general telencephalon development. The Pathway Commons ontology highlights enhancer groups regulating specific pathways, including Notch, Reelin and netrin. The Mouse Phenotype ontology allows one to focus on groups of enhancers that regulate genes that share common cortical developmental defects, including abnormal neuron differentiation, abnormal forebrain development, and abnormal brain commissure development (Table 1).

### Enriched transcription factor regulators

ChIP-seq of different transcription factors (TFs) in a variety of contexts has shown them to bind reproducibly next to thousands of target genes. In particular, TFs have been repeatedly shown to bind near hundreds of genes specific to the contexts they are known to regulate, suggesting a high “fan out” of transcription regulation [11]. To search for some of the most abundant transcription factor binding motifs in our p300 set, we employed a standard three phase approach: First, we ran several published motif discovery tools to search *de novo* for over abundant motifs in our data; the obtained motifs were then compared to our library of known TF motifs to collapse redundant motifs; finally, the combined set of known and putative novel TF motifs were predicted across the p300 set and assessed for over-abundance against GC-matched control regions from the mouse genome (see Methods).

We identified a number of distinct enriched motifs, most of which belong to known important regulators of neocortex development (Figure 3). The *Neurod*/*Neurog* (2,452/6,629 enhancers = 37%; fold: 2.39), *Lhx*/*Lmx* (2,129 = 32%; fold: 2.42), *Nfi* (325 = 5%; fold: 4.14), and *Rfx* dimer (195 = 3%; fold: 3.33) motifs are all highly enriched in the candidate p300 enhancers. 

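The position weight matrices are not given in the text, so each motif of Figure 3 was searched as a consensus read by eye from the figure, on both strands and over the whole peak. How loosely each consensus was written was settled with the paper's counts known, so the counts are not an independent estimate. The Neurod/Neurog consensus SYCAKCTG occurred in 3644 peaks (55.0%, exact Clopper-Pearson 95% interval 53.8 to 56.2%) and in a mean of 36.9% ± 0.37 of the control regions (SD over 5 sets), a fold of 1.49 ± 0.015. For Lhx/Lmx, written YTAATTRR, 2522 peaks (38.0%) and 19.9% ± 0.34 of the controls had a site, a fold of 1.91 ± 0.033. The Nfi dimer TGGCNNNNNGCCA was rarer, in 443 peaks (6.68%) against 2.37% ± 0.11 of the controls, a fold of 2.83 ± 0.13. The Rfx dimer GTYNYYAWRRNRAC was found in 248 peaks (3.74%), a fold of 1.85 ± 0.19. The largest adjusted p among these 4 motifs was 1.02e-08, for the Rfx dimer (two-sided Fisher's exact test against the first control set, Benjamini-Hochberg adjusted over the 6 motifs of the figure). The alternative that moved the folds most was the search of the middle 500 bp of each peak, in which they rose to 2.05, 2.80, 4.30 and 2.63 in the same order.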

Factors from all four families have known roles in mammalian brain development [7], [19]–[21]. We also discovered two novel motifs enriched in the set: an alternative configuration from the known *Nfi* dimer motif [22] (379 = 6%; fold: 2.06) and a novel *Hox* dimer motif (473 = 7%; fold: 2.32).

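Searched in the same regions, the alternative Nfi dimer TGCCANNTGGCA, with 1 mismatch allowed, occurred in 688 peaks (10.4%) and in 4.79% ± 0.31 of the length- and GC-matched regions (SD over 5 sets), a fold of 2.17 ± 0.14 with an adjusted p of 4.24e-38 from the two-sided Fisher's exact test. The Hox dimer TMATNWNNNMATTW occurred in 830 peaks (12.5%) and 9.10% ± 0.27 of those regions, a fold of 1.38 ± 0.040 with an adjusted p of 7.18e-11 from the same exact test. This last fold depended on the control regions. The peaks had a mean GC content of 45.3% and regions matched on length alone 41.7%, and against the latter the Hox dimer had a fold of 0.966 (adjusted p = 0.695, two-sided Fisher's exact test). At least 1 of the 6 motifs was present in 5302 peaks (80.0%) and in 57.7% of the matched regions. From the motifs found in a large number of the peaks, the paper predicts key transcription factors and dimers that act through them.

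**Figure D1:**
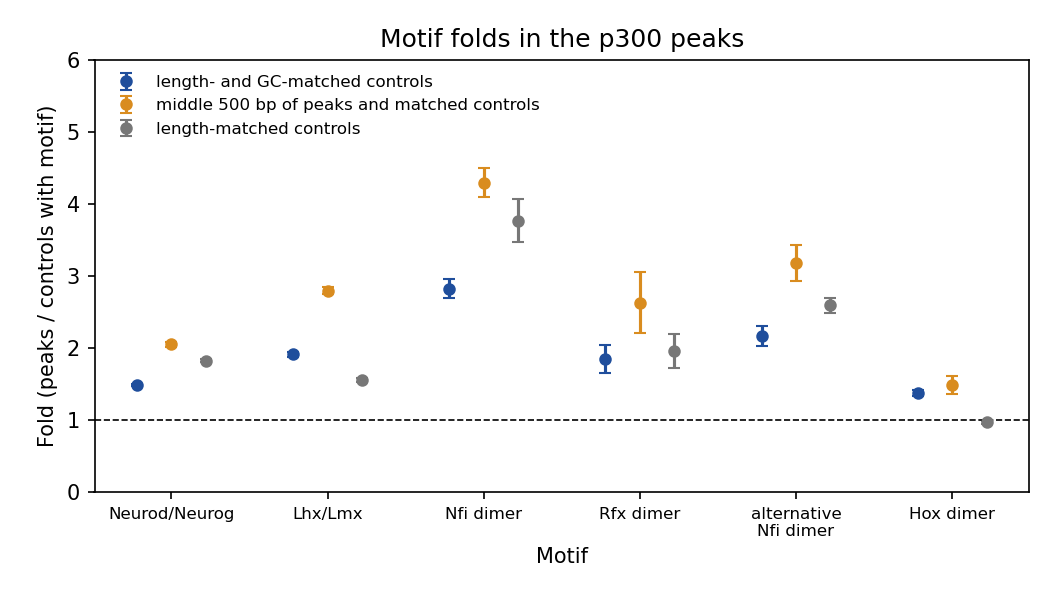
Fold of each of the 6 motifs, as the number of p300 peaks with the motif over the mean number of control regions with it, for whole peaks against length- and GC-matched regions, the middle 500 bp of both, and whole peaks against length-matched regions. Points are means and bars SD over 5 control sets, the dashed line marks a fold of 1, and the Hox dimer against length-matched regions is the only point under that line, at 0.966.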

**Figure 3:**
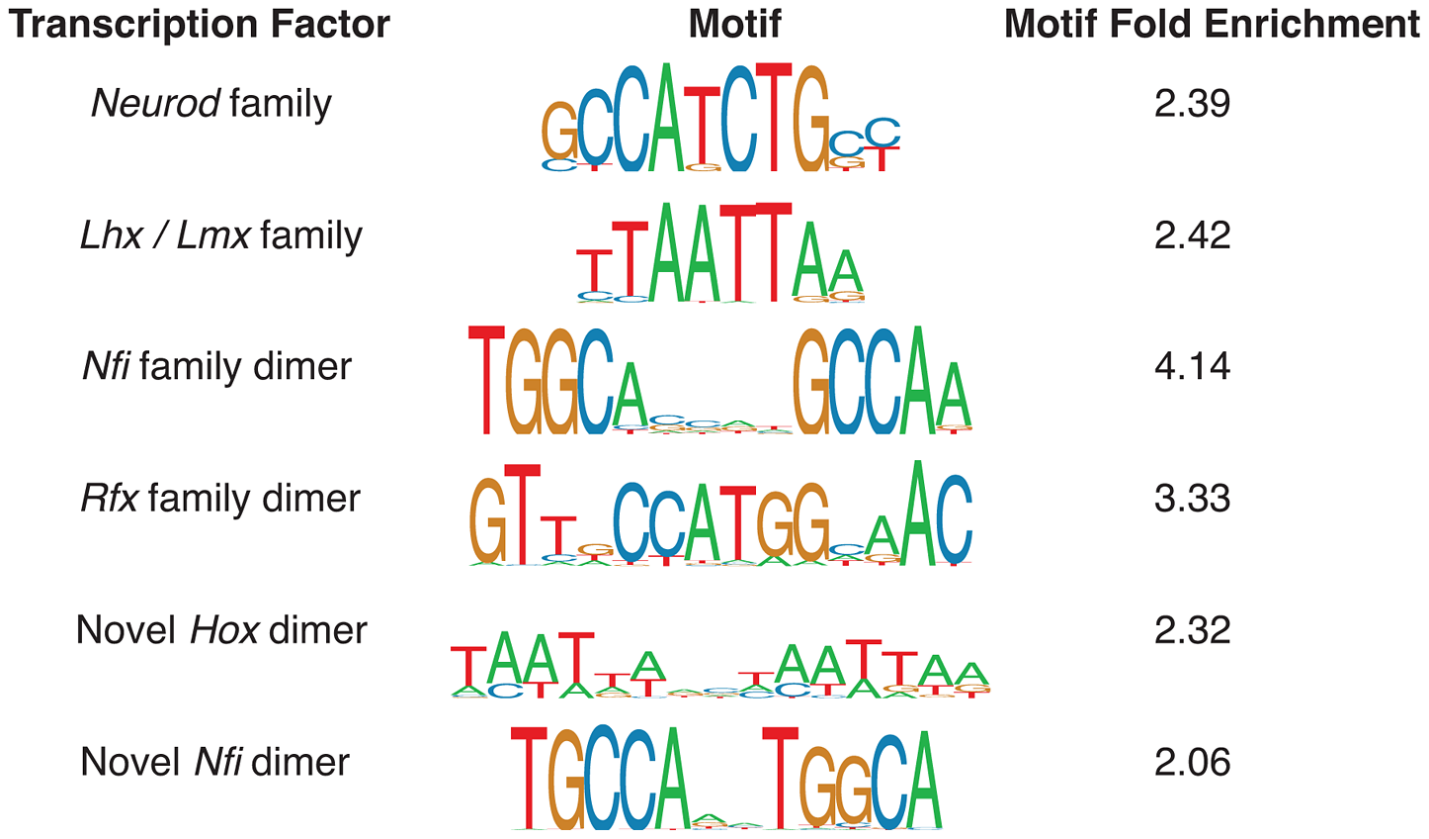
Monomer and dimer transcription factor motif predictions most enriched in the E14.5 p300 ChIP-seq set. Motif fold enrichment is relative to length and GC-matched regions of the mouse genome.

### The most heavily regulated genes in the dorsal cerebral wall

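Among the 6609 pairs of p300 peaks that neighbour each other on a chromosome, 2118 had midpoints less than 50 kb apart, or 32.0%. In 1000 random placements the mean was 12.1% and the highest value 13.3% (one-sided permutation p = 0.001, the smallest value that 1000 placements can give). The median distance between neighbours was 128.1 kb, against 267.8 kb in the placements. Of the alternatives tried, counting only the 3324 peaks at least as wide as the median moved the ratio to the placements most, from 2.64 to 3.96. The densest 1 Mb of the genome held 39 midpoints, while no placement had more than 15 (one-sided permutation p = 0.001, again the smallest possible). These 39 lie on chromosome 5 from 111624813 to 112562704, between Mn1 and Cryba4 and upstream of Mn1. The next 4 stretches of 1 Mb that do not overlap it or one another lie at Gse1 and Fam92b (34 midpoints, chromosome 8 from 122310149 to 123122668), in Auts2 (29, chromosome 5 from 131911601 to 132885092), at Zfp608 (28, chromosome 18 from 55112044 to 56104218) and at Nfib (26, chromosome 4 from 81560329 to 82537106). With peaks less than 5 kb apart joined, the densest 1 Mb held 30 midpoints and the placements at most 14.

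**Figure D2:**
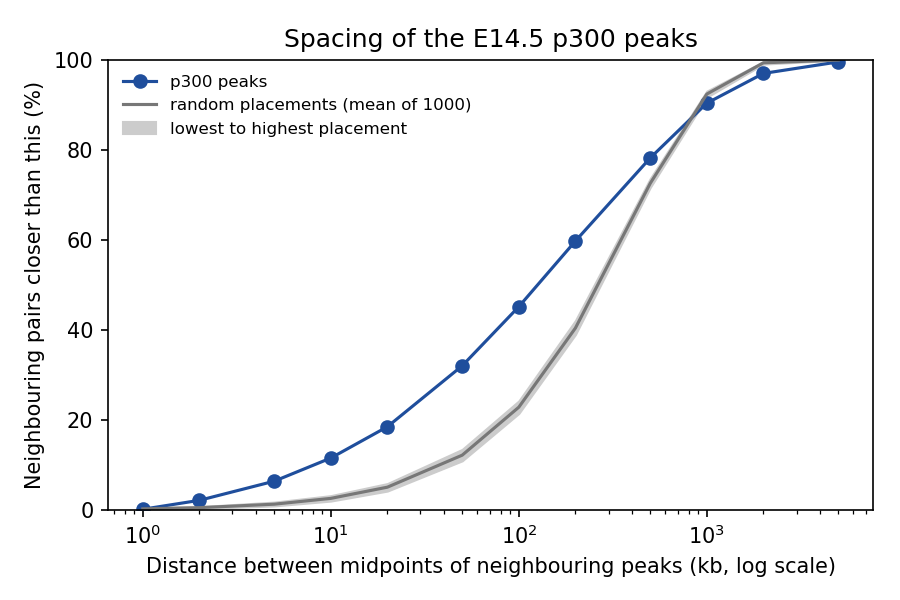
Share of neighbouring pairs of p300 peaks whose midpoints lie closer than the distance on the horizontal axis (kb, log scale), for the observed peaks and for a separate draw of 1000 random placements (mean, with the range from lowest to highest, which ends at 13.5% at 50 kb). At 50 kb the observed share is 32.0%, and the observed share is under the mean of the placements at 1 kb, above it from 2 to 500 kb and under it again from 1000 kb.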

The candidate enhancers we measured exhibit a tendency to cluster together, with some genes having tens of p300 peaks in their predicted regulatory domains. To determine what would be expected by chance, we randomly distributed the 6,629 peaks across the genome 1,000 times. In this random null (which controls for gene regulatory domain length), we never observed any gene associated with more than 15 peaks (Figure 4A). 

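Drawn between all 37273 annotated genes, non-coding ones included, regulatory domains held at most 16 peaks in any of the random placements, and the highest domain of a placement held 10.6 peaks on average. The observed peaks put 29 in a single domain (one-sided permutation p = 0.001, the smallest value the placements allow), and 13 genes had more than 16. Domains of neighbouring genes overlap, as those of Gse1 and Fam92b do, so the 13 genes share peaks and are not separate loci. Drawn between the 22367 protein-coding genes, domains are longer and the highest count in any placement was 18, which 16 genes exceeded. Placing every peak on its own chromosome raised the highest count for all genes to 17. The paper states that the candidate enhancers tend to cluster and uses random placement to find what chance would give.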

In our true set, the most heavily regulated genes are associated with 20–42 peaks each. 

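How many peaks a gene received depended on the genes between which domains were drawn. Among all annotated genes, 4 domains held at least 20 peaks, and the number of genes with more peaks than the length of their domain predicts was 249 (one-sided exact binomial test, Benjamini-Hochberg adjusted p under 0.05). Among protein-coding genes, 11 domains held at least 20 peaks, the highest had 42, and 252 genes passed the same test. Genes with overlapping domains can pass on the same peaks, so 249 and 252 are not numbers of separate loci. After these counts were seen, 2 further gene sets were tried. Leaving out protein-coding genes that carry only a model or clone name, such as Rik and Gm names, gave 15 domains with at least 20 peaks among 18892 genes. Keeping in addition 1 gene per name, since Sox4 is annotated under a pair of identifiers, gave 16 such domains among 18768 genes.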

We can also use GREAT to rank all genes in the genome for the likelihood associated with the observed number of enhancers per gene vs. the length of the individual gene's regulatory domain (note that in this test, a gene with a smaller regulatory domain containing multiple enhancers, can rank higher than a gene with a much larger regulatory domain which contains more enhancers). 

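The likelihood of each gene's count, given the length of its regulatory domain, was computed with a one-sided exact binomial test. Among all annotated genes the smallest p was 1.28e-31, for Gse1, and the tenth smallest 1.28e-13. The 10 genes with the smallest p and the 10 with the most peaks had 7 genes in common. The tenth place by count was tied among 4 genes with 18 peaks and was settled by the order of their identifiers. Of these, E130006D01Rik, Tle3 and Rplp1 ranked 6, 7 and 8 by p, and Tox3 ranked 25. Among protein-coding genes the smallest p was 1.66e-31, again for Gse1, the tenth smallest was 1.12e-13, and the lists had 6 genes in common.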

When this variant of the GREAT test is run, the top ten most significant genes are the same ten genes with the absolute largest number of observed enhancers (p-value between 1.3×10^−15^ and 1.6×10^−31^). Three of these genes, *Nfib*, *Sox4* and *Sox11* are already known to play key roles in forebrain development. 

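All 3 genes had a neighbouring annotation that shortened their regulatory domain. Nfib (ENSMUSG00000008575) lies on the minus strand of chromosome 4 from 81936077 to 82351654. Its domain held 1 peak when drawn between all genes. Drawn between protein-coding genes, the domain was 1.35 Mb long and held 30 peaks, 8.56 times the 3.51 expected (adjusted p = 1e-14, one-sided exact binomial test). Sox4, at 29040788 to 29045582 on chromosome 13, had 1 peak among all genes and 16 among protein-coding genes, counted for whichever of its pair of annotated identifiers had more. Sox11 (ENSMUSG00000063632, chromosome 12, 28025562 to 28027574) had 6 peaks and then 13, the latter at an adjusted p of 0.0034 from the same exact test. Once genes with model or clone names were left out and 1 gene kept per name, a choice made after the counts were seen, Sox4 had 31 peaks and Sox11 had 32.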

Three other genes, *Zfp608* (Figure 4B), *Auts2* and *Tle3* have previously been noted for their specific neocortical expression patterns, though their roles in its development are not well understood. 

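Zfp608 (ENSMUSG00000052713) lies on chromosome 18 from 55047699 to 55152245. Between all annotated genes its regulatory domain was cut to 0.0127 Mb by non-coding neighbours and held no peak. Between protein-coding genes it reached the full 2 Mb and held 42 peaks, where 5.18 would be expected (adjusted p = 1.88e-20, one-sided exact binomial test). The midpoints of these peaks run from 54279072 to 56104218. No stretch of that length, 1.83 Mb, held more than 23 midpoints in any random placement (one-sided permutation p = 0.001, the smallest value 1000 placements can give). Auts2 (ENSMUSG00000029673, chromosome 5, 131913205 to 133019214) had 27 peaks between all genes and 29 between protein-coding genes, where its adjusted p was 7.2e-10 by the exact test. With domains between all genes extended by up to 500 kb instead, it had 10 peaks (adjusted p = 0.00977, the same exact test). Tle3 (ENSMUSG00000032280, chromosome 9, 61220190 to 61266297) had 18 peaks with either set of genes and 25 without the genes that carry model or clone names, a set chosen after the counts were seen.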

Intriguingly, two additional gene deserts, flanked by the gene pairs *Mn1*-*Cryba4* (Figure 4C) and *Gse1*-*Fam92b*, all with unknown roles in neocortex development, are also packed with p300 elements (Table 2).

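The peaks shown in Figure 4C lie at Mn1 and towards Cryba4, with midpoints from 111843335 to 112669980 on chromosome 5. These 36 peaks fill 0.827 Mb, where the genome-wide average would give 2.14, and no stretch of that length held more than 15 in a random placement (one-sided permutation p = 0.001, the smallest value the placements allow). With the peaks less than 5 kb apart joined, 27 were left, against a highest value of 15. Which gene received them depended on the annotation. Mn1 (111846382 to 111886053) had 5 peaks in its domain and Cryba4 (112675513 to 112681538) 3 when all genes were used. Between protein-coding genes these numbers were 5 and 31, since a gene with a clone name lies next to Mn1. Leaving out such names, a choice made after the counts were seen, gave 36 and 35. For the other pair the annotation mattered less. Gse1, on chromosome 8 from 123012766 to 123105290, had 29 peaks in a domain of 0.402 Mb, a fold of 27.8 over its length, and Fam92b, from 122690297 to 122701369, had 26. For both pairs the paper proposes from gene function and expression, which these data do not measure, which of the genes is the target.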

**Figure 4:**
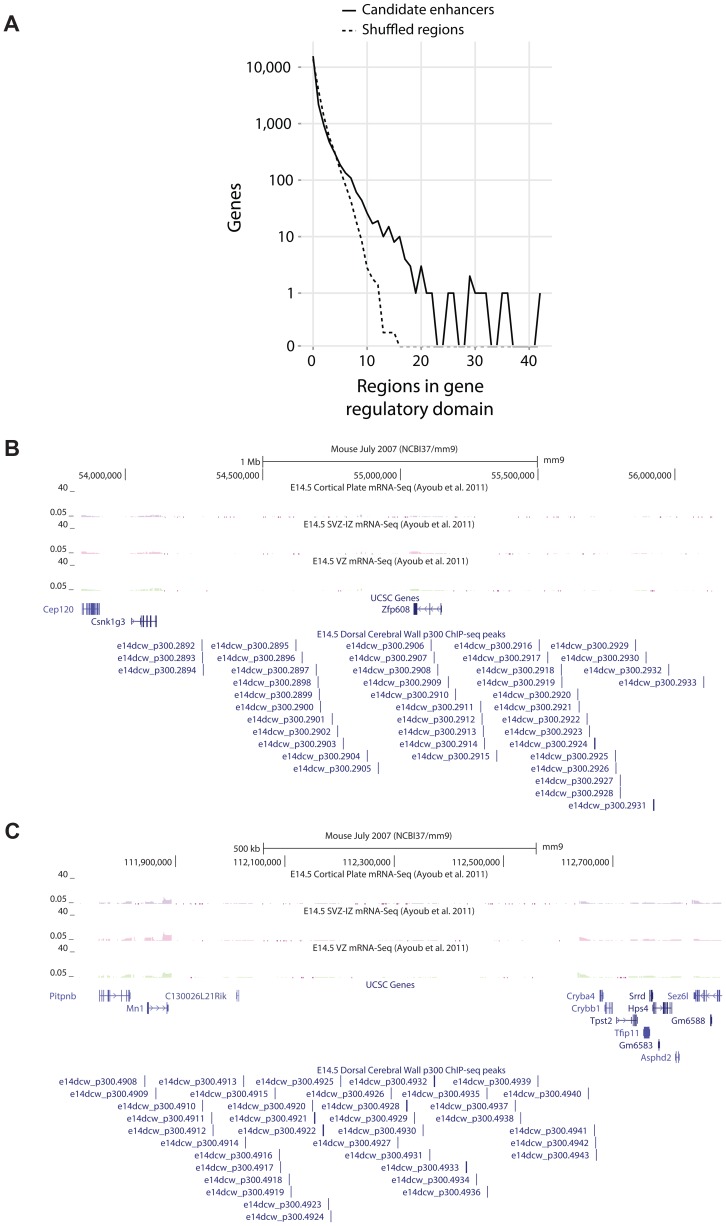
A) Observed number of candidate enhancers in the regulatory domain of all genes compared to random expectation. The top ten observed genes are listed in Table 2. B,C) Heavily p300 occupied putative gene regulatory domains around *Zfp608* and *Mn1*-*Cryba4*, respectively.

**Table 2:** The ten genes most enriched for the abundance of p300 peaks in their GREAT gene regulatory domains.

Likely target gene	P300 Peaks	Neocortical role	Literature support
*Zfp608* *	42	Suspected	“Determining the function of SVZ–IZ–specific novel transcription factors (e.g., *Zfp608*, …) may explain whether they contribute to an independent specification program or an intermediary implementation of the protomap” [14].
*Mn1* - *Cryba4* *	36	Unknown	“*MN1* is a cofactor of retinoic acid receptor/retinoic x receptor (RAR/RXR)-mediated transcription” [63].
*Sox11*	32	Established	“Cortex-specific double deletion of *Sox4* and *Sox11* leads to the loss of *Fezf2* expression” [8].
*Sox4*	31	Established	“Cortex-specific double deletion of *Sox4* and *Sox11* leads to the loss of *Fezf2* expression” [8].
*Nfib*	30	Established	“In addition to regulating the development of midline glial populations, *Nfib* also regulates the expression of neuropilin 1 within the cingulate cortex” [64].
*Gse1* - *Fam92b*	29	Unknown	*Gse1* is a coiled-coil protein of unknown function.
*Auts2*	29	Suspected	“The present study identified *Auts2*, a frontal cortex marker gene linked to autism and mental retardation, as a direct target of *Tbr1* binding and activation” [42].
*Tle3*	25	Suspected	“*TLE1* and *TLE3* were expressed in dorsal (i.e., neocortical) and ventral (lateral ganglionic eminence) telencephalic germinal zones” [65].

In two cases, a gene desert rich in p300 regions is flanked by two poorly studied genes in the context of neocortical development. By examining gene function and expression, our literature support points to the flanking gene more likely regulated by the peaks.

* Shown in Figure 4.

### Evolutionary conservation of our candidate enhancers

The six-layered neocortex is a mammalian specific innovation, while the progenitor populations are present in non-mammals [2], [3]. In non-mammalian jawed vertebrates (Gnathostomata in Figure 5A), the post-mitotic neurons do not organize into a six-layered cortex [3], [6]. In birds, for example, the neurons in the CP develop into the hyperpallium. Although the hyperpallium is topologically analogous to the neocortex, it has a nuclear structure rather than a laminar structure [3].

**Figure 5:**
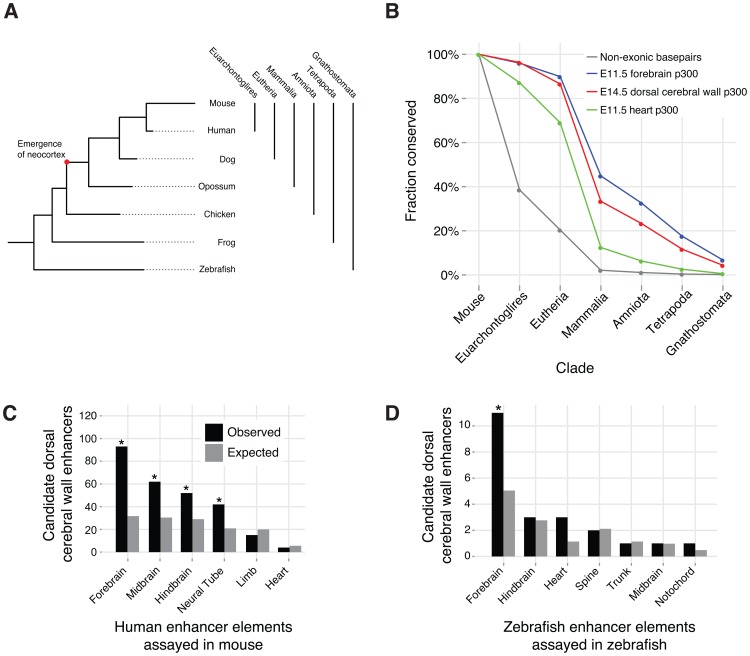
Conservation and additional functions of candidate dorsal cerebral wall enhancers. A) The phylogeny of vertebrate evolution. B) Evolutionary conservation of E14.5 dorsal cerebral wall enhancers compared to other p300 ChIP-seq sets and all genomic non-exonic bases. Each element belongs to a single x-axis category, which is the furthest evolutionary node to which it is conserved (see Methods). C) Overlap of E14.5 p300 peaks with regions for which the human ortholog functions in an E11.5 mouse transgenic enhancer assay (* denotes enrichment p-value <10^−5^). D) Overlap of E14.5 p300 peaks with regions for which the zebrafish ortholog functions in a zebrafish transgenic enhancer assay (* denotes enrichment p-value <0.05).

We examined cross species (orthologous) conservation of our 6,629 candidate enhancers to trace their origins and mode of evolution. The majority (4,278; 65%) of our candidate enhancers exhibit signatures of evolutionary sequence constraint (PhastCons score >350), suggesting that they have been evolving under purifying selection for millions of years. Very few elements appear specific to the mouse lineage. In particular, over 95% (6,317) are orthologously conserved to human. Over 86% (5,737) are common to all eutherian (placental) mammals. Nearly a quarter (1,543; 23%) of our peaks pre-date the mammalian innovation of the neocortex. In comparison, fewer than 5% of heart p300 ChIP-seq peaks [9] are conserved outside of mammals, and over 35% of forebrain p300 ChIP-seq peaks from E11.5 embryos [10] are conserved outside of mammals (Figure 5B). The forebrain encompasses both the telencephalon and diencephalon, and at E11.5 it consists of mostly progenitor cells [7]. The deeper conservation of E11.5 forebrain enhancers is consistent with the hypothesis that the early forebrain is more homologous across vertebrates [1].

### Dorsal cerebral wall enhancer function across different species

For 214 of our elements, the human ortholog has been tested in a mouse transgenic enhancer assay at E11.5 [23]. 148 of these elements function as developmental enhancers at this earlier time point. As expected, the majority of these elements indeed show expression in the forebrain. However, large and highly significant (all P<10^−5^, see Methods) subsets of active elements drive expression in additional structures of the developing central nervous system, including the midbrain, hindbrain and neural tube (Figure 5C).

Of our 6,629 p300 elements, 289 (4%) are conserved in fish. The zebrafish ortholog for 21 of our elements were assayed in a large zebrafish enhancer screen [24]. Twenty drive reproducible expression patterns in the developing zebrafish embryo. Again, the majority is seen to drive expression in the zebrafish forebrain (Figure 5D).

### *De novo* enhancer origin by co-option of interspersed repeats

Although a fraction of our candidate enhancers likely evolved from pre-existing enhancers (above), others have likely arisen *de novo* [25], [26]. One mechanism of particular interest for the generation of novel enhancers is through the co-option of mobile elements [27]–[29].

To determine if repetitive elements may have been co-opted as dorsal cerebral wall enhancers, we compared the overlap between our p300 set and all annotated interspersed repeat families in the UCSC genome browser. To control for the very different abundance of different repeat families, we shuffled our p300 set 10,000 times and noted the number of times the random sets overlapped each repeat family. For comparison, we repeated the same procedure with the four sets of previously obtained E11.5 p300 elements in forebrain, midbrain, limb and heart [9]. The most abundantly overlapping family of repeats with our E14.5 data is the MIRb family, which overlaps 238 p300 elements. This family has been noted before to be among the largest contributors to gene regulatory co-option among all mobile element families [30]. However, because many more copies of this repeat family are found in the genome, its fold enrichment of 1.84 against random overlaps is relatively low. In contrast, three poorly studied repeat families are found to make an extremely unlikely contribution to our p300 set: MER130, UCON31 and MER124. For the most enriched, MER130, 22 (24%) of 90 instances identified in the mouse genome overlap our E14.5 set, a 73 fold enrichment over expected (Figure 6).

**Figure 6:**
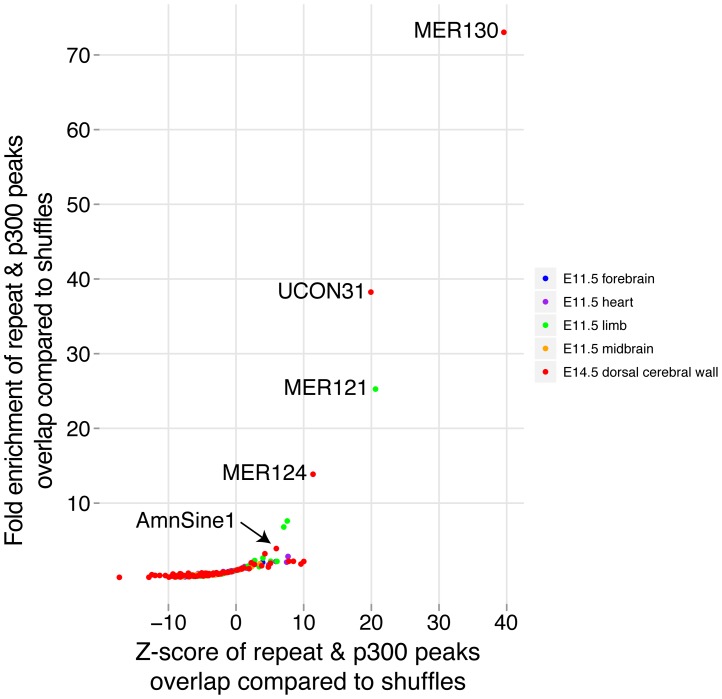
Co-option of mobile elements as dorsal cerebral wall enhancers. Each p300 ChIP-seq set was overlapped with all interspersed repeat families. For each combination, the expected number of overlaps was determined using 10,000 simulations where the p300 set was randomly distributed across the genome and overlaps were counted.

### Enhancer function, origins, and phenotypic effect

The p300 peaks we collected can at times be combined with signatures of genome evolution to accelerate functional analysis and hint at evolutionary developmental events of potential interest. For example, *Fezf2* is an important gene for neuronal fate determination. A recent paper studied the genomic regulation of *Fezf2* during neocortex development [8]. The authors first identified four sequence conserved genomic regions (dubbed E1–E4) flanking *Fezf2*. When each was separately deleted from a BAC containing a reporter gene knocked into the *Fezf2* gene locus – only E4 affected neocortical reporter gene expression. Impressively, the authors went on to show that a knockout of the E4 enhancer resulted in aberrant cortico-spinal projection, similar to mutant mice where the E4 target gene *Fezf2* has been deleted specifically in the cortex [8]. If we look at our data, E4 overlaps the one and only p300 peak observed in 180 kb of genomic sequence flanking the *Fezf2* locus in that BAC (Figure 7A).

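The p300 peak beside Fezf2 covers 2034 bp of chromosome 14 from 13169497 to 13171530 in intergenic sequence. Its midpoint lies 7.87 kb from the transcription start site of Fezf2 (ENSMUSG00000021743, minus strand, 13174406 to 13178379), on the downstream side. The previous peak ends 135.9 kb before it and the next begins 49.2 kb after it, so that 187.1 kb of sequence hold no other peak. The limits of the BAC are not in the text. In 180 kb centred on the start site instead, 4 peaks were found, of which 3 are at least as wide as the median peak. The middle of the peak beside Fezf2, from 13170454 to 13170573, reads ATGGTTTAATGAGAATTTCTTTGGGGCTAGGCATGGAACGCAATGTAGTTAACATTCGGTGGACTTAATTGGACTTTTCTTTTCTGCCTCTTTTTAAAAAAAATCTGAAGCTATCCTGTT, and an Lhx/Lmx site, TTAATTGG, starts within it at 13170518. Elsewhere the peak holds a Neurod/Neurog site, GTCAGCTG, at 13170309 and a Hox dimer site, TAATTATCAAATTA, at 13169924.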

**Figure 7:**
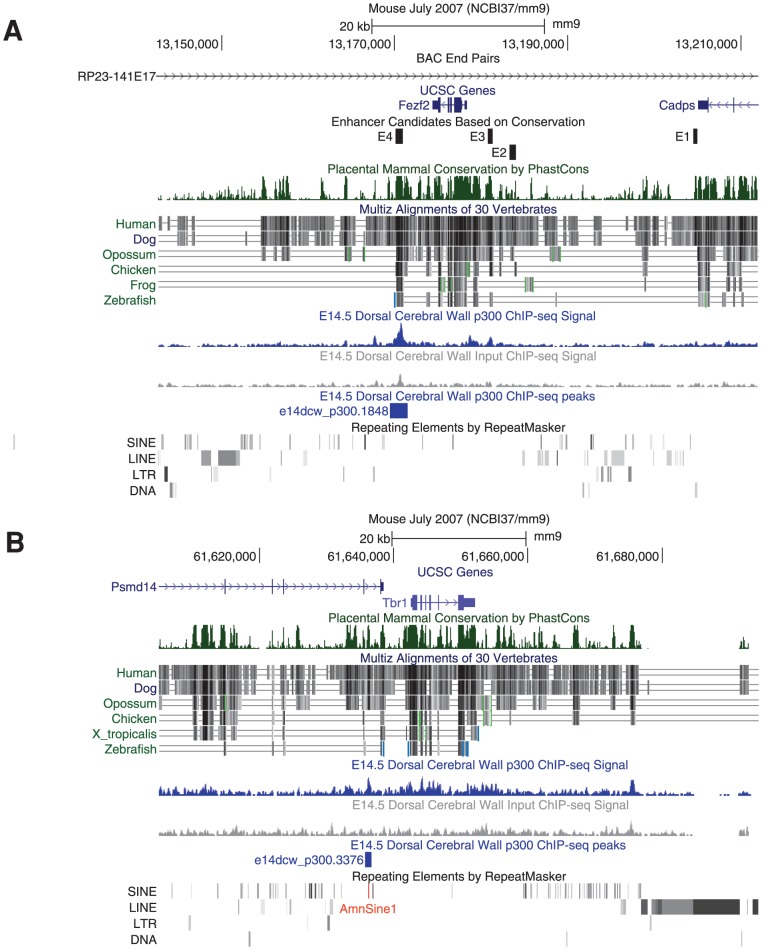
p300 peaks next to key neocortical developmental genes. A) A single E14.5 p300 peak (blue) is found in 180 kb of the RP23-141E17 BAC investigated in [8]. This peak contains the E4 developmental enhancer whose genomic deletion leads to aberrant cortico-spinal projection fates, similar to those found in its *Fezf2* target gene conditional knock-out. As suggested by our data, only deletion of E4, but not E1, E2 or E3 from the BAC resulted in reduced neocortical expression from the *Fezf2* locus. B) *Tbr1* and *Fezf2* act antagonistically to determine cortical neuron projection fates. A single E14.5 p300 peak is found proximal to the *Tbr1* gene. This pan-mammalian conserved peak has likely been seeded by the co-option of an AmnSine1 instance (red) at its center.

During early neocortex development, *Fezf2* and *Tbr1* work in antagonistic fashion to determine different neuronal projection fates [31], [32], suggesting that a *Tbr1* regulatory element may play a similar key role to *Fezf2*'s E4. 

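Tbr1 (ENSMUSG00000035033) lies on the plus strand of chromosome 2 from 61640987 to 61652171. In the 230 kb that follow its end, from 61652172 to 61882171, the p300 peak list holds 0 peaks. The next annotated protein-coding gene, Slc4a10, begins at 61884519, and the nearest downstream peak, number 3377, begins at 61926301. Because the list holds only called peaks, weaker p300 signal in the interval cannot be excluded from it.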

Downstream of *Tbr1* lies a 230 kb gene desert containing dozens of conserved elements, but completely devoid of our E14.5 p300 peaks. A single p300 element lies in the 50 kb upstream of *Tbr1*, 5 kb upstream of the gene, making it an intriguing candidate for further analysis (Figure 7B).

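This p300 peak covers 940 bp of chromosome 2 from 61635764 to 61636703, inside an intron annotated to Psmd14. Its midpoint lies 4.75 kb from the outer edge of Tbr1 and 6.28 kb from the start of the transcript with the longest coding sequence. It was the only peak in the 50 kb before that start, and as it is narrower than the median peak, a list limited to wide peaks had none there. The GC content of the peak is 33.1%. Its middle, from 61636174 to 61636293, reads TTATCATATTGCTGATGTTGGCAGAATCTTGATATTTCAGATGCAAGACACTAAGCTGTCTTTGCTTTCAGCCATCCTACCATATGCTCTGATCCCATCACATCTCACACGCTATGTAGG. The peak holds a Neurod/Neurog site, CCCAGCTG, at 61636337, and Lhx/Lmx sites at 61636113 (TTAATTAG) and 61636398 (CCAATTAA). It also holds Hox dimer sites at 61635868 (TAATAACTGCATTT) and 61635919 (TCATGTAGCCATTT). The paper states that this lone peak upstream of the gene is a candidate for further analysis.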

While the p300 peaks may currently serve to functionally pit *Fezf2* and *Tbr1* against each other, their evolutionary profile is markedly different. The *Fezf2* proximal p300 peak (E4) is conserved to fish, and does not overlap any known repeat. The human orthologous sequence of this peak drives forebrain expression in E11.5 transgenic mice [18], and the zebrafish orthologous sequence drives forebrain expression in 24-hour zebrafish embryos [24]. In contrast, the *Tbr1* peak is found only in mammals, and at its center lies a co-opted AmnSine1 repeat instance. The AmnSine1 repeat family is significantly enriched in our E14.5 set (3.9 fold, Figure 6). 

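Repeat families were not analysed here, and only the p300 peaks around Sox5 and Reln are given. With domains drawn between protein-coding genes, Sox5 (chromosome 6, 143776945 to 144730497) had 13 peaks, of which 10 lie inside the gene, and the peak nearest its start site lay 11.8 kb away. Reln (chromosome 5, 21390272 to 21850523) had 2, both inside it, the nearest at 82.2 kb. Neither count passed an adjusted p of 0.05, with 0.0939 for Sox5 (one-sided exact binomial test, Benjamini-Hochberg adjusted over all genes). Among all annotated genes the domain of Sox5 is shorter, holds 7 peaks and did pass, at an adjusted p of 0.036 by the exact test.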

Intriguingly, of the 16 instances we observe overlapping our p300 set, four lie in the regulatory domains of genes that play crucial roles in neocortical neuron fate determination: *Tbr1* (above), *Satb2* (elt2 in Figure 2), *Sox5*, and *Reln*. Indeed, the *Satb2* co-opted element was recently characterized as a neocortex-specific enhancer [33].

## Discussion

In this study, we have identified the first genome-wide set of p300 bound regions specific to E14.5 dorsal cerebral wall. We have shown using GREAT and by sampling candidates experimentally that the set we obtained is highly enriched in active enhancers for neocortex development. This set of candidate enhancers provides a rich source for studying neocortex development and evolution.

Three major cell populations contribute critically to neocortex development at E14.5 (Figure 1A). By curating population specific gene expression data into a GREAT ontology, we show that enhancers serving all three major populations are enriched within our set. We also used other GREAT ontologies to subdivide the large enhancer mass into subsets that serve specific processes of interest in different dorsal cerebral wall populations at this stage, strongly suggesting that despite the heterogeneity of input material, numerous insights can be had into the different processes taking place in this developing tissue (Table 1).

Key transcription factors (TFs) often bind directly (both proximally and distally) next to a large number of genes in their relevant context [11]. This allows us to utilize motif discovery to predict key TFs and TF dimers found in a large number of our active enhancers (Figure 3). In circuit design terminology this property is known as large “fan out” (in this case of regulatory interactions) from TF to target genes (via binding sites and enhancers).

When we turn our point of view from regulators to regulated genes, we first looked for target genes with large “fan in”, namely genes in whose regulatory domains lie a larger than expected number of p300 peaks (Figure 4). The mammalian genome is known to contain multiple large gene deserts carrying numerous conserved and likely *cis*-regulatory sequences [34]. However, one cannot deduce from sequence patterns alone how many *cis*-regulatory regions are active simultaneously in any given functional context. Here we show that a number of genes carry dozens of p300 peaks in their regulatory domains during neocortex development, many more than would be expected by chance. It has been hypothesized that multiple seemingly-redundant enhancers co-exist in order to generate expression patterns that are robust to environmental variation [35], [36]. Multiple enhancers targeting the same gene also likely reduce the variability associated with stochastic gene regulation [37]. Finally, it is also possible that different enhancers target different cell populations during neocortex development. In focusing on the ten most heavily regulated genes (Table 2), we discover three well known genes in the context of neocortex development, and three additional genes already suspected of playing an important role because of their restricted expression pattern during neocortex development and correlations with neocortical-associated diseases. We also find two intriguing gene deserts, dense in p300 elements, that are flanked by two pairs of genes with no known role in neocortex development. In both cases, transcriptional evidence is not seen for other, possibly non-coding, transcripts within the gene deserts, and in both cases only one of the two flanking genes appears to be expressed in the neocortex (Figure 4). In both cases this gene is either a known transcription regulator (*Mn1*), or is suspected of being one (the coiled-coil *Gse1* gene).

Perhaps one of the most challenging questions to ask from enhancer data such as ours lies at the intersection of genomics and genetics. Namely, which enhancers form the “weak points” of the network, or in other words, which enhancers will cause a clear developmental defect when mutated? The *Fezf2* E4 enhancer provides one such example in the context of the neocortex (Figure 7). The *Fezf2* gene belongs to a small network of transcription factors that controls cell fate determination within the neocortex [38]. 

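Within 500 kb of the transcription start site of Tbr1 there are 7 p300 peaks, of which 4 lie upstream and 3 downstream. Upstream, beyond the proximal peak and that of elt4, their midpoints are 140.9 and 148.6 kb away. Downstream they are 284.8, 346.8 and 489.6 kb away, all inside Slc4a10. The stretch around the proximal peak that holds no other peak is 336.2 kb long.

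**Figure D3:**
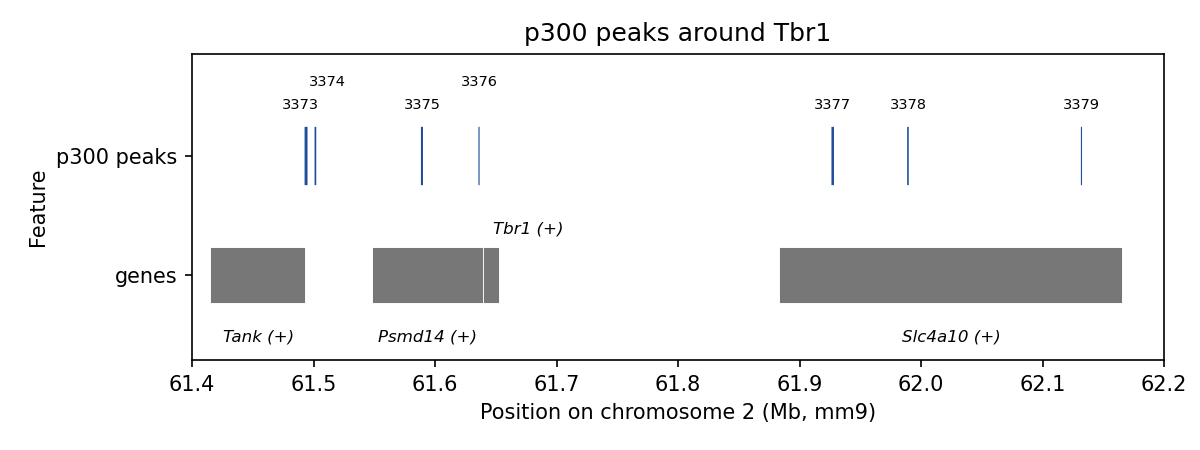
Map of chromosome 2 around Tbr1 (position in Mb, mm9) with protein-coding genes as grey bars, their strand in brackets, and p300 peaks as blue bars labelled with their numbers in the deposited list. All 7 peaks are drawn to scale, and the proximal peak is the only one between 3375 and 3377.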

Scanning the p300 landscape around the other genes in this network we find a particularly compelling landscape around the *Tbr1* gene, with a single peak proximal to this key target gene, and few others further away (including elt4 from Figure 2, over 50 kb upstream). At the center of the proximal peak lies a co-opted instance of AmnSine1. Strikingly, AmnSine1 overlapping p300 peaks are found next to several additional key genes for early neocortex development, suggesting that perhaps a subset of AmnSine1 co-option events were crucial in laying out the cortical projection network as we know it today [39].

Members of multiple interspersed repeat families have likely contributed important enhancers during genome evolution (Figure 6). This contribution has been previously noted based on the large intersection between conserved non-coding sequence and sequences from mobile element origins [30]. The functional roles of the co-opted loci, however, could not be easily deduced from sequence alone. By intersecting mobile elements with functional data, we are able to assign specific functions to subsets of loci. This allows us to highlight several poorly studied repeat families in the context of neocortex development, as well as shed new light on cases such as the MER121 family, which was previously studied in sequence [40], but can now be implicated in contributing to limb development (Figure 6). Interestingly, nearly half of AmnSine1 and MER121 human instances were very recently found to overlap open chromatin from 41 cell types, suggesting possible enhancer activity in multiple additional contexts [41].

Two of our tested enhancers – elt4 and elt7 – drive expression in the most superficial cells of the developing neocortex (Figure 2). These patterns match a domain of the expression and functional activity of *Tbr1* and *Bhlhb5*, their nearby and likely respective target genes [42], [43]. The other six enhancers are active primarily in the CP and SVZ-IZ. In total, six of the eight positive enhancers drive expression largely within the domain of activity of the putative target gene [14], [44]. Two enhancers drive expression patterns that include a zone outside the detected expression regions of the putative target. These elements – elt1 and elt6 – drive expression in the CP and SVZ-IZ although their putative target genes (*Eomes*/*Tbr2* and *Id4*) are expressed primarily in the SVZ-IZ and VZ. These elements may regulate a different nearby gene or their *in vivo* expression pattern may be modified by flanking regulatory sequence or epigenetic state not captured in our transgenic constructs. Interestingly, our validated enhancers mostly drive expression outside the VZ. Our statistical analysis suggests that our full set is strongly enriched near genes expressed predominantly in the VZ (Table 1). Moreover, of 40 enhancers showing expression in the VZ of the dorsal pallium at E11.5 [15], 26 (65%) are marked by p300 peaks in our E14.5 set.

Finally, as the large (but far from exhaustive) number of vignettes in our paper illustrates, the biggest challenge for the study of functional genomic data is twofold: First, to develop a set of approaches and tools to mine these datasets and their combinations for the almost staggering wealth of information they offer. Second, a broader challenge relates to the coming together of different disciplines of researchers, including functional genomicists, computational biologists, developmental biologists, geneticists, and more, so that the mining of this data is maximized.

## Materials and Methods

### p300 ChIP-seq

Embryos were harvested from timed pregnant embryonic day 14.5 (E14.5) Swiss Webster mice (Charles River). The dermis, skull mesenchyme, and bone primordia were removed and cortical caps were dissected with curved forceps and placed in PNGM (Lonza). The medial structures, cortical hem/hippocampus and choroid plexus were cut off in a secondary excision. Dissected dorsal cerebral wall tissue (0.15 g) was snap frozen in liquid nitrogen. Tissue was fixed in 1% formaldehyde for 15 minutes. Chromatin was isolated, sheared and immunoprecipitation was performed using 30 micrograms of chromatin and 4 micrograms of anti-p300 antibody, C-20 (Santa Cruz SC-585; Genpathway). Chromatin from the same sample was processed for the input control. Library construction and sequencing was done using the Illumina GA II format (Illumina). This produced 17,460,074 uniquely mapped 36 bp reads for the treatment and 15,669,334 uniquely mapped reads for the input control.

### ChIP-seq peak calling

ChIP-seq reads were mapped to the mouse genome (UCSC mm9 assembly, NCBI MGSCv37) using ELAND, retaining only reads that map uniquely with 2 or fewer mismatches. Peaks were called using MACS [45] with the p300 ChIP-seq reads as the treatment file, input DNA reads as the control file, and the parameters “--nomodel, --shiftsize = 100, -g mm”. Peaks overlapped by an exon, within 2.5 kb of a transcription start site, or suspected in non-unique read mapping were removed. 

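The deposited list was compared with the GENCODE annotation to see what this removal left. Of the peaks, 143 (2.16%) overlapped an annotated exon of any gene and 75 (1.13%) an exon of a protein-coding gene. The midpoint lay within 2.5 kb of the main start site of any gene in 165 peaks and of a protein-coding gene in 22 peaks. Random placements put a mean of 6.49% of midpoints that close to a gene of any kind and 4.09% that close to a protein-coding gene. Introns were not removed, and 2831 midpoints (42.7%) lay inside a protein-coding gene. The UCSC knownGene annotation that the authors filtered on was not used here.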

Exon and transcription start site annotation was obtained from the UCSC knownGene track (build 5) [46]. The median fold enrichment over input for our 6,629 peaks is 7.11 (and average 7.83).

### Functional and expression enrichment analysis with GREAT

To evaluate functional and expression enrichments, we used GREAT v2.0.0 [11] with the default association rule (1 kb+5 kb basal domain with up to 1 Mb extension and curated regulatory domains) and default significance thresholds (region-based binomial fold ≥2, region-based binomial FDR≤0.05, gene-based hypergeometric FDR≤0.05). A lower region-based binomial fold criterion was used for the MGI Expression ontology.

We evaluated specific enrichment in the ventricular zone, subventricular and intermediate zones, and cortical plate using a custom-built ontology based on a recent RNA-seq dataset [14]. We consider a gene to be specific to a layer if it has a layer RPKM (mean Reads Per exonic Kilobase per Million mapped reads) >64 and >2×(RPKM of the adjacent layer, or average of both adjacent layers for the subventricular and intermediate zones).

### Mouse transient transgenic enhancer assay, transfections, and sectioning

The ten candidate elements for transgenic and transfection assays had p300 fold enrichments ranging from 4.92 to 19.18 (90th to 1st percentile, with average rank in the 37th percentile). Candidates were PCR amplified from mouse genomic DNA (Clontech), cloned into pENTR/D (Invitrogen), and then Gateway cloned with LR Clonase (Invitrogen) into a HSP68-lacZ-Gateway DEST vector (a gift from Nadav Ahituv, UCSF). Primers are listed in Table S2.

Constructs were linearized with SalI prior to injection. Transgenic mice were generated by pronuclear injections of FVB embryos (Xenogen Biosciences, Cranberry, NJ). Embryos were harvested at embryonic day 14.5, fixed, whole mount stained for lacZ, embedded in paraffin, sectioned, and counterstained using Nuclear Fast Red (Vector Laboratories).

For transfection of cortical neurons, elements were cloned into the firefly luciferase vector, pGL4.23 (Promega) containing Gateway cassette A (Invitrogen). Neurons from the dorsal cerebral wall were dissected as for ChIP-seq, dissociated using 0.25% trypsin and 10 ug/ul DNase, transfected with experimental luciferase construct and a pRLTK Renilla control in a 96-well nucleoporator (Lonza) then plated onto poly-D-lysine coated 96-well plates (NUNC) in PNGM (Lonza). Media was changed 4–6 h after transfection, and luciferase assays were done 48 h after transfection. Luciferase assays were done using a DLR 100 kit (Promega) according to the manufacturer's instructions and read using a Promega Glomax luminometer.

### Ethics

All animals were treated under protocols #18487 and #21758 approved by Stanford University Institutional Animal Use and Care Committee.

### Motif discovery and enrichment analysis

Length and GC-matched regions were selected randomly from the mouse genome to provide a null set for the 6,629 E14.5 peaks. We then ran ten different published motif discovery tools on the set of peaks and controls: Allegro [47], AlignAce [48], BioProspetor [49], CisFinder [50], MDscan [51], MEME [52], MoAn [53], MotifSampler [54], NestedMica [55], and Weeder [56]. Near identical motif predictions were combined. In a previous work we compiled a library of motifs (position weight matrices) for hundreds of different transcription factors from public motif databases and primary literature [57]. We combined the *de novo* motif candidates with our library of known motifs. The set of known and putative novel motifs was then predicted at a motif match threshold of 0.9 [58] in both our peaks and the control set of regions. Motif fold enrichment was calculated as the number of candidate enhancers with a match to the motif divided by the number of random regions with a motif match. Motifs over two fold enrichment are reported in Figure 3.

### Evolutionary conservation analysis

We considered a candidate enhancer to be under purifying selection if it overlaps a region from the UCSC mm9 PhastCons Elements track (phastConsElements30way) that scores at least 350 [59]. We tagged candidates with depth of conservation based on pairwise alignment nets from UCSC [60]. We obtained all regions of the genome in the level 1 and 2 nets; eliminated large duplications (genomicSuperDups track) [61], pseudogenes (pseudoYale60), and known exons (knownGene:exon) [46]; and considered a basepair reliably conserved to a given clade only if it is conserved to the previous clade. Clades were represented by: euarchontoglires (human hg19, chimp panTro3, rhesus rheMac2); eutheria (elephant loxAfr3); mammalia (platypus ornAna1); amniota (chicken galGal3, lizard anoCar2); tetrapoda (frog xenTro3); gnathostomata (tetraodon tetNig2, fugu fr2, zebrafish danRer7, stickleback gasAcu1, medaka oryLat2). For clades with multiple representatives, a basepair is considered conserved if it aligns to any of the representatives, except two genomes are required for gnathostomata. A candidate enhancer is tagged with the deepest clade to which at least 200 bp of the candidate is conserved.

In Figure 5B, “non-exonic basepairs” are all basepairs in the mouse genome not in large duplications, pseudogenes, exons, or gaps.

### Overlap with VISTA Enhancer Browser enhancers

The VISTA Enhancer Browser [23] includes results for mouse transgenic enhancer assays for candidate human DNA sequences. We obtained 1,255 tested human sequences, and mapped the sequences to the mouse genome (mm9 assembly) using liftOver (-minMatch = 0.8) and lastz (--seed = match6, --hsptresh = 1800, --gappedthresh = 5000, sequence identify ≥65%, entropy ≥1.8). We successfully mapped 1,188 enhancers, including 176 forebrain enhancers. The tested sequences overlap 214 of our candidate enhancers, with 93 active in the forebrain. The significance of tested E14.5 candidate enhancers driving activity in the different mouse tissues (Figure 5C) is calculated using a hypergeometric enrichment test (for example, forebrain: hyper[93/214; 176/1,188]).

### Overlap with zebrafish cneBrowser enhancers

The zebrafish cneBrowser [24], [62] includes results for zebrafish transgenic enhancer assays for candidate zebrafish DNA sequences. We obtained 164 tested zebrafish sequences, and mapped the sequences to the mouse genome (mm9 assembly) using lastz (--seed = match6, --hsptresh = 1800, --gappedthresh = 5000, sequence identify ≥65%, entropy ≥1.8). We successfully mapped 129 enhancers (21 overlap a candidate E14.5 enhancer), including 31 forebrain enhancers (11 overlap). The significance of tested candidate E14.5 enhancers driving activity in zebrafish tissues (Figure 5D) is calculated using a hypergeometric enrichment test (for example, forebrain: hyper[11/21; 31/129]).

### Overlap with mobile elements

The repeat-annotations (RepeatMasker open-3.2.8) for the mouse genome (mm9) were downloaded from RepeatMasker (http://www.repeatmasker.org/). For each p300 ChIP-seq set, we measured the observed overlap with each interspersed repeat family. To determine the expected overlap, our p300 set was shuffled randomly across the genome 10,000 times. For each of these shuffles, the overlap with each repeat family was measured. The expected overlap is the average of these shuffles. Fold enrichment is calculated as observed/expected. The Z-score is (observed-expected)/standard deviation. Note that because we used only uniquely mapped reads (of length 36) we may miss some peaks and overlaps with the most recently active repeat families whose genomic copies may still hold long stretches of identical bases. However, all families highlighted in the text are old and no longer active such that the reads overlapping them resolve accurately and comprehensively.

## Supporting Information

Figure S1 All whole mounts of transgenic embryos for enhancer elt1 (Figure 2A), near *Eomes*.
(TIFF) Click here for additional data file.

Figure S2 All whole mounts of transgenic embryos for enhancer elt2 (Figure 2B), near *Satb2*.
(TIFF) Click here for additional data file.

Figure S3 All whole mounts of transgenic embryos for enhancer elt3 (Figure 2C), near *Neurod2*.
(TIFF) Click here for additional data file.

Figure S4 All whole mounts of transgenic embryos for enhancer elt4 (Figure 2D), near *Tbr1*.
(TIFF) Click here for additional data file.

Figure S5 All whole mounts of transgenic embryos for enhancer elt5 (Figure 2E), near *Auts2*.
(TIFF) Click here for additional data file.

Figure S6 All whole mounts of transgenic embryos for enhancer elt6 (Figure 2F), near *Id4*.
(TIFF) Click here for additional data file.

Figure S7 All whole mounts of transgenic embryos for enhancer elt7 (Figure 2G), near *Bhlhb5*.
(TIFF) Click here for additional data file.

Figure S8 All whole mounts of transgenic embryos for enhancer elt8 (Figure 2H), near *Auts2*.
(TIFF) Click here for additional data file.

Table S1 The mouse mm9 coordinates of 6,629 p300 peaks obtained from E14.5 dorsal cerebral wall ChIP-seq.
(XLSX) Click here for additional data file.

Table S2 PCR primers used to clone candidate enhancer elements from mouse genomic DNA. 

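Each primer pair of Table S2 marks the limits of 1 candidate enhancer as it was cloned, so a search for both primers in the mm9 sequence gives the element's place without any other source. The 4 bases added to each left primer for cloning were left out of the search. All 10 pairs matched the genome exactly and gave 1 product each, between 753 and 1723 bp long. Allowing 1 mismatch per primer gave the same 10 products. The products held between 78.1% and 100% of the bases of the p300 peak they overlap.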

5′-CACC” was added to each left primer for cloning into pENTR/D.
(DOCX) Click here for additional data file.

# Supplementary material for: The Enhancer Landscape during Early Neocortical Development Reveals Patterns of Dense Regulation and Co-option
**Source:** PLoS Genet. 2013 Aug 29;9(8):e1003728. doi: 10.1371/journal.pgen.1003728
**Supplement:** Table S2 — PCR primers used to clone candidate enhancer elements from mouse genomic DNA. 5′-CACC” was added to each left primer for cloning into pENTR/D.

| **Element Name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| elt1 | AACCCCGCTGTCTTCTAGGT | TTTTTAACAATGTTCACACACTTCA |
| elt2 | GCGTTCACTTTCCCAGCTAC | CCTGATAAATGCTGAGGCTAGA |
| elt3 | TGGTTGGAAGTTAGCTCTGATG | AAGAGACTGGGGTTGGAGGT |
| elt4 | ATTCCGGAGCCCAGAAGTAT | CATGAAACCCTTCAAAATTGC |
| elt5 | GTCCACGGAGACCAGAGGTA | CATGCACATGCACAAGAACA |
| elt6 | GCATGCTTGTGCTATCCATT | CCCATCATGCATTCTGCTAA |
| elt7 | TGGACTTCGAATAATGAGGACA | TGTTTTCTCTGGCTGTCTCAAA |
| elt8 | TGTCAAAGGCAATTAATGAGAAAA | GAGATGGTTGCTTCATTGCAT |
| elt9 | CCTTCATCTGTTTCTCTTAATTAGCC | GGGGGAGGGAGGTTGTAGT |
| elt10 | GCACCTGGATCCCACATC | GAGTCAGTCTGTCCAAGTAAGCTG |

Table S2

How the deposited data were processed for this re-analysis (not part of the article)

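The study measured where the co-activator p300 binds chromatin in the dorsal cerebral wall of E14.5 Swiss Webster mouse embryos. There is 1 p300 ChIP library and 1 input library, with no replicate, so no test compares samples and every p compares the peaks with random placement, with control sequence or with the length of a regulatory domain. The paper gives 17460074 uniquely mapped reads for the ChIP and 15669334 for the input.

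The authors aligned reads of 36 bp with ELAND to mm9, kept unique alignments with 2 or fewer mismatches, called peaks with MACS (version 1.4 in the submitters' processing notes) against the input, and removed peaks at exons, within 2.5 kb of a transcription start site or suspected in non-unique mapping. The deposited list used here gives 6629 peaks by chromosome, start, end and number. It holds no score, signal or read count, so a stricter list could only be made from the width of the peaks, and the precision of a single peak is unknown. No data from the input library were available here, and it was not analysed.

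Positions were computed on the NCBIM37 sequence, the same assembly as mm9, with the genes of GENCODE vM1 (37273 genes, of which 22367 are protein-coding). Analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. Each gene had 1 transcription start site, that of its transcript with the longest coding sequence. Random placements put as many midpoints as there are peaks uniformly over the assembled bases, 1000 times with a fixed seed. The share of neighbouring midpoints under 50 kb apart, the most midpoints in 1 Mb, the most in any stretch as long as a locus of Figure 4 and the most in any regulatory domain were each compared with the placements (one-sided permutation tests). Counts per domain were also compared with the domain's share of assembled bases (one-sided exact binomial test, Benjamini-Hochberg adjusted over genes). Motifs were searched as consensus sequences read from Figure 3, and peaks were compared with the first of 5 sets of length- and GC-matched regions (two-sided Fisher's exact test, Benjamini-Hochberg adjusted over 6 motifs), with the SD taken over the 5 sets. Numbers of peaks by chromosome were compared with 10000 multinomial draws by assembled length. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only. Uniquely mappable sequence was estimated from sampled 36-base words that occur once in the assembly.

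The methods were tested on simulated data. Uniform peak sets were called clustered in 2 of 40 sets for closeness and in 1 of 40 for density in 1 Mb, and sets with planted clusters in 40 of 40 for each. Domains drawn among 400 genes picked at random, with no others present, matched a direct calculation for all 400, with 0 differing. So few genes lie far apart, so the shortening of domains by close neighbours in the full set was hardly tried. In a uniform set 0 of 22367 genes passed the binomial test, and 50 of 50 genes given 20 planted peaks did. For each motif, 200 of 200 planted sites were found.

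The genes to be named were those the paper names beside a p300 peak or locus, together with the 5 densest stretches of 1 Mb, by a rule written before the data were examined. That rule drew on the paper's tables, so its values in Table 2 had been seen. Some genes and places that the rule covers are not reported here. Alternatives fixed before the data were examined changed the space of the placements, the peaks counted, the distance and stretch lengths, the start sites, the genes and the extension of domains, the control regions and the sequence searched. Added after the data were seen were protein-coding start sites, placements weighted by unique 36-base sequence, placements of regions matched on each peak's length and GC content, 2 further sets of genes for domains, control regions 10 kb downstream of each peak, and the count for Fox, Sox and Pax genes. The fold enrichment of the peaks and their share of repeats were planned and not run, since the peak list gives no enrichment and the genome used here is not masked for repeats. GREAT with its ontologies and curated domains, UCSC knownGene, the position weight matrices, the other p300 and CBP peak sets, alignments to other species and the reporter assays were not used here.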

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

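The tests of the dense stretches and of the resemblance to the Lhx/Lmx motif were chosen only after these results were seen, while the tests of chance and of repeat copies for the 8-base sequences were written earlier. The design holds 1 tissue at 1 stage, so no biological explanation was tested.

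Peaks were also dense outside the loci of Table 2. Of the non-overlapping stretches of 1 Mb, 31 held more p300 midpoints than the 15 reached in 1000 uniform placements, and 23 of these lie outside the regulatory domains of the genes of Table 2. The most in any of the 23 was 22 midpoints, a number reached at 3 places. Among them are chromosome 2 from 145781857 to 146660257, with the start sites of Insm1 and Ralgapa2, and chromosome 4 from 96635888 to 97593881, with that of Nfia. These stretches were chosen after their values were seen. If single broad regions had been called as several peaks, joining peaks less than 5 kb apart would bring a stretch down to the 14 that placements of joined peaks reach. After joining, 14 of the 23 stretches stayed above that level, which argues against this explanation for them, and it stays open for the other 9. Placements weighted by unique 36-base sequence reached 16 midpoints. Uneven mappability is argued against for the 16 stretches that exceed this and stays open for the 7 that do not. Placements of regions with the length and GC content of each peak reached 22, which 0 of the 23 exceed, so for each stretch by itself GC content stays open. Placements of every peak on its own chromosome reached 18 midpoints. Uneven density of chromosomes is argued against for the 6 stretches above this and stays open for the other 17. Counting only wide peaks, whose placements reached 14, 2 of the 23 stretches stayed above. The 23 were also weighed as a set. The number of separate stretches above 15 midpoints in any of the 1000 placements was at most 3 when matched on GC content, 1 when weighted by unique sequence and 1 on own chromosomes (one-sided permutation p = 0.001 for each, the smallest possible), which argues against each of these as the cause of the whole set. The authors' filters and the depth of the input at these places could not be examined, since no read counts were analysed here.

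A search for sequences outside the 6 motifs of Figure 3 tested 32881 sequences of 8 bases on the odd-numbered chromosomes, where 3187 were enriched in the peaks (one-sided hypergeometric test, Benjamini-Hochberg adjusted p under 0.05). The 10 picked from these had a median fold of 2.78 on the chromosomes not used to pick them, with a range of 2.13 to 3.84, where chance alone would give a fold near 1. Near-identical copies of a repeat are argued against as well, since the median share of sites whose 6 bases on both sides recur at another site was 0%, against 4.24% in control regions. Diverged copies would not be seen in this way. All 10 contain TAAT or its complement, as in GCTAATTA and CAATTAGC. They may be variants of the Lhx/Lmx motif that the consensus used here leaves out, and 7 of the 10 lie within 1 mismatch or a shift of 1 base of it, as do 0.407% of all sequences of 8 bases. That falls short of the 8 set as the mark for this explanation and above the 2 set against it, so it stays open.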

How the results depend on the processing

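Tests with domains of protein-coding genes without model or clone names, placements weighted by unique sequence or matched on GC content, protein-coding start sites and control regions 10 kb downstream were chosen only after the results were seen.

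The closeness of neighbouring peaks, the most peaks in 1 Mb, the peaks at the Zfp608 and Mn1-Cryba4 loci, the most peaks in a regulatory domain and the spread over chromosomes were each tested against placements under the alternatives run, 33 tests in all, and all 33 kept their direction and stayed past the threshold. In 1 Mb the observed number ran from 24 with wide peaks to 39 with other spaces, and over 2 Mb it was 53. The peak in each of the 10 tested elements was found under both ways of matching primers. Motif folds kept their direction and passed in 17 of 18 comparisons. The exception is the Hox dimer, with a fold of 0.966 against regions matched on length alone. These regions differ by design from the main controls only in not being matched on GC content, which is lower in them. Of these regions, 13.0% ± 0.31 held the Hox dimer, against 9.10% ± 0.27 of the main controls (SD over 5 sets). The lost fold therefore goes with GC matching, while the sequence feature behind it was not tested.

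Other values moved, and except where stated the cause was not tested. The share of peaks more than 50 kb from a transcription start site, 45.8%, was 39.0% with every annotated transcript, which adds start sites, and 63.7% with protein-coding genes, which removes them. Genes with more peaks than their domain length predicts fell from 249 to 156 with wide peaks and to 120 with peaks less than 5 kb apart joined. Both lists hold fewer peaks. The number of genes above the highest placement was 13. It fell to 9 with wide peaks and to 9 with joined peaks, was 16 with protein-coding genes and 16 with the 500 kb extension, and rose to 23 without model or clone names and to 24 with 1 gene per name. The median width was 1032 bp after joining, which makes longer peaks. In the 50 kb upstream of Tbr1, the list of wide peaks held 0, since the peak there is narrower than the median.

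Of 19 genes that the rule for named genes covers, 8 had an adjusted p under 0.05 with all genes. Domains between protein-coding genes brought in 6 and lost 1, while wide peaks and joined peaks each lost 2. The fold enrichment of the peaks and its variant, and the repeat share of the peaks and its variant, were planned and not run. Without read counts, the effect of depth and of the calling threshold could not be tried. No paired analysis was possible because there is 1 p300 library and 1 input library.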

Differences from the paper's values

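In the regulatory domains of Table 2, drawn here between all annotated genes without curated domains, 1 of the 8 entries equals the paper's and 5 differ from it by more than 1.5 times. Of these, Zfp608 had 0 peaks and the paper's value is 42, the pair of Mn1 and Cryba4 had at most 5 and the paper's value is 36, Sox11 had 6 and the paper's value is 32, Sox4 had 1 and the paper's value is 31, and Nfib had 1 and the paper's value is 30. Of the alternatives set before the data were examined, domains between protein-coding genes gave 42 for Zfp608, 31 for Cryba4 and 30 for Nfib, within 1.5 times the paper's, and 13 for Sox11 and 16 for Sox4, which are not. The other spaces for placement, wide peaks, joined peaks and the 500 kb extension left all 5 outside that limit. Wide peaks and joined peaks each moved Gse1 with Fam92b to 19 and Tle3 to 14, also outside it. The 500 kb extension moved Auts2 outside it, to 10. Of the 8 entries, 1 was then within the limit with wide peaks, 1 with joined peaks and 2 with the 500 kb extension. Leaving out genes with model or clone names equalled the paper's count for 7 of the 8 entries, and keeping 1 gene per name as well equalled it for 8 of 8, but both settings were chosen after seeing the values, the second because Sox4 still differed, and they drop none of the paper's genes. For Gse1 with Fam92b the count was 29, the same as the paper's.

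The tenth smallest p over genes was 1.28e-13 and the paper's is 1.3e-15. None of the alternatives set before the data were examined came within 1.5 times of it. With protein-coding genes alone it was 1.12e-13, and without model or clone names, chosen after seeing the values, it was 4.41e-14, or 4.36e-14 with 1 gene per name. The paper states that the genes leading by p and by count are the same. Here 7 of 10 were shared, with the tenth place by count tied among 4 genes, and 6 with protein-coding genes or with the 500 kb extension. The number was 8 with wide peaks, with joined peaks and in both settings chosen after seeing the values. Table 2 is led by Zfp608, while here no gene had more peaks than the 29 of Gse1 among all genes, and Zfp608 led among protein-coding genes.

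For the Neurod/Neurog motif the fold was 1.49 and the paper's is 2.39. It came within 1.5 times of the paper's with length-matched regions (1.82) and in the middle 500 bp (2.05). Length-matched regions moved the Lhx/Lmx fold outside the limit, from 1.91 to 1.56, where the paper's is 2.42. For the Rfx dimer the fold was 1.85 and the paper's is 3.33, with 2.63 in the middle 500 bp inside the limit and 1.96 against length-matched regions outside it. For the Hox dimer it was 1.38 and the paper's is 2.32, and neither length-matched regions (0.966) nor the middle 500 bp (1.48) came within the limit. The alternative Nfi dimer was found in 688 peaks and the paper's count is 379, and the Hox dimer in 830 and the paper's count is 473. Both counts came within 1.5 times in the middle 500 bp, at 468 and 417, and not with length-matched regions, which change the controls alone. In the same middle 500 bp the fold of the alternative Nfi dimer, 2.17 over whole peaks where the paper's is 2.06, moved outside the limit, to 3.18. The paper searched position weight matrices, where a consensus was searched here.

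In 180 kb centred on the start site of Fezf2 there were 4 peaks, where the paper's value is 1 for 180 kb of a BAC whose limits are not in its text, so the intervals are not the same. Neither wide peaks (3) nor peaks wholly inside the interval (4) closed the gap. A stretch of 187.1 kb around the peak beside Fezf2 does hold no other peak.

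By distance from the nearest transcription start site, 286 peaks lay 2.5 to 5 kb away and 82 over 500 kb away, where Fig. 1B shows about 150 and about 560, read by eye. Neither the edge of the peak nor every annotated transcript closed either gap. Start sites of protein-coding genes, chosen after seeing the values, gave 152 and 468, both within 1.5 times, and drop none of the peaks. The paper states that the majority of the peaks are farther than 50 kb from a start site. Here 45.8% are, with 45.4% from the edge of the peak and 39.0% with every annotated transcript, all less than a majority, and 63.7% are with protein-coding start sites, a choice made after seeing the values.

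The paper states that peaks overlapped by an exon or close to a start site were removed. With the GENCODE annotation, which is not the one the paper filtered on, 143 peaks overlap an exon and 165 lie within 2.5 kb of a start site, the latter falling to 22 with protein-coding genes. The paper reports only motifs past a fold of 2, and here 2 of the 6 motifs were past it, with 2 against length-matched regions and 5 in the middle 500 bp.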

Other observations

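Chosen only after the results were seen were the weighting of placements by unique sequence and their matching on GC content, the permutation test of the width of X peaks and the relation to gene number, while the other tests of this part were set earlier.

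Peaks were unevenly spread over chromosomes. The chi-square against assembled length was 519.1 over 21 chromosomes, and the highest of 10000 placements was 51.0 (one-sided permutation p = 0.0001, the smallest value they can give). Among autosomes the statistic was still 199.3 with the same p. Chromosome X held 76 peaks, or 0.469 per Mb, where the lowest autosome, chromosome 10, had 2.10 per Mb and the highest, chromosome 5, had 3.48. Less unique sequence on X is argued against, since per Mb of unique 36-base sequence X had 0.271 times the value of the lowest autosome. Fewer genes on X are argued against as well. Per 100 protein-coding genes X had 8.15 peaks (95% Poisson interval 6.42 to 10.2), 0.563 times the lowest autosome, chromosome 7, at 14.5. The lower copy number of X in male embryos stays open, and the sex of the embryos is not given. The test set for it was the width of the peaks. X peaks had a median of 892 bp, below every autosome (lowest 983 bp, chromosome 17), and the difference from the autosomal median of 1019 bp had a two-sided permutation p of 0.0028. That would have counted against copy number as the test was written, but fewer reads on X would also narrow the peaks that are called, and the list gives no height to separate these causes, so the test decides nothing. Inactivation of X in female embryos and the effect of the authors' filters were not tested. Over the 19 autosomes, peaks per Mb and protein-coding genes per Mb were not detectably related (Pearson r -0.0691, two-sided permutation p = 0.777, and Spearman rho -0.0035, two-sided permutation p = 0.992). Without chromosomes 7 and 11, r was -0.0612.

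The 39 midpoints in the densest 1 Mb were weighed against 3 technical explanations. With peaks less than 5 kb apart joined there were still 30, above the 14 that placements of joined peaks reached, which argues against single broad regions called as several peaks. The 5 sets of GC-matched regions reached at most 0.436 times the observed number, 1000 placements matched on length and GC content at most 22, and placements weighted by unique 36-base sequence at most 16, which argues against GC content and mappability as the whole cause. The depth of the input there was not analysed here. No biological explanation was tested.

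Sites of the motifs were concentrated at the midpoints of the peaks, as they would be if they lay where the ChIP signal is centred. The density of sites within 100 bp of the midpoint was over 1.5 times that at 400 to 500 bp in 5 of the 6 motifs, with ratios up to 5.11, the fourth highest being 2.69 and the lowest 1.33, for the Hox dimer. The outer zone was placed at a fixed distance, whatever the width of the peak. With a median width of 1017 bp and a lower quartile of 860 bp, it lay partly outside many peaks. The ratios therefore also include the contrast of peaks with flanking sequence.

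A hypothesis that clustered peaks, with a neighbour less than 50 kb away, hold other motifs than isolated ones was tested on 3321 clustered and 3308 isolated peaks. It found no motif that differed, after adjustment, by more than the limit set for it. In the middle 500 bp the largest ratio was 1.23, for the Rfx dimer (adjusted p = 0.4, two-sided Fisher's exact test), and the Lhx/Lmx motif was slightly rarer in clustered peaks (ratio 0.890, adjusted p = 0.0292, the same exact test).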
